# Combined Use of Astragalus Polysaccharide and Berberine Attenuates Insulin Resistance in IR-HepG2 Cells *via* Regulation of the Gluconeogenesis Signaling Pathway

**DOI:** 10.3389/fphar.2019.01508

**Published:** 2019-12-23

**Authors:** Zhu-Jun Mao, Min Lin, Xin Zhang, Lu-Ping Qin

**Keywords:** astragalus polysaccharide, berberine, insulin resistance, IR-HepG2 cell model, intracellular calcium flux, gluconeogenesis signaling pathway

## Abstract

Insulin resistance (IR) is likely to induce metabolic syndrome and type 2 diabetes mellitus (T2DM). Gluconeogenesis (GNG) is a complex metabolic process that may result in glucose generation from certain non-carbohydrate substrates. Chinese herbal medicine astragalus polysaccharides and berberine have been documented to ameliorate IR, and combined use of astragalus polysaccharide (AP) and berberine (BBR) are reported to synergistically produce an even better effect. However, what change may occur in the GNG signaling pathway of IR-HepG2 cells in this synergistic effect and whether AP-BBR attenuates IR by regulating the GNG signaling pathway remain unclear. For the first time, we discovered in this study that the optimal time of IR-HepG2 cell model formation was 48 h after insulin intervention. AP-BBR attenuated IR in HepG2 cells and the optimal concentration was 10 mg. AP-BBR reduced the intracellular H_2_O_2_ content with no significant effect on apoptosis of IR-HepG2 cells. In addition, a rapid change was observed in intracellular calcium current of the IR-HepG2 cell model, and AP-BBR intervention attenuated this change markedly. The gene sequencing results showed that the GNG signaling pathway was one of the signaling pathways of AP-BBR to attenuate IR in IR-Hepg2 cells. The expression of p-FoxO1^Ser256^ and PEPCK protein was increased, and the expression of GLUT2 protein was decreased significantly in the IR-HepG2 cell model, and both of these effects could be reversed by AP-BBR intervention. AP-BBR attenuated IR in IR-HepG2 cells, probably by regulating the GNG signaling Pathway.

## Introduction

Diabetes mellitus is classified as type 1 (T1DM) and type 2 (T2DM). Clinically, more than 90% DM patients belong to T2DM. Insulin resistance (IR) is a pathological condition in which a target cell or a target organ fails to respond normally to insulin, so that insulin is unable to stimulate glucose disposal, which is a serious risk factor leading to the onset of T2DM. Other than T2DM, IR is forerunner for the development of many metabolic diseases, such as hypertension, obesity, and atherosclerosis. Therefore, ameliorating the IR status is an effective approach for the treatment of T2DM (Rodriguez-Gutierrez et al., 2018). IR is a state in which the response of target organs to insulin is decreased, or the normal dose of insulin secreted by pancreatic islet β cells produces less than normal biological effects. The IR theory has been generally accepted as the theoretical foundation for the study of T2DM by the medical community.

Our previous study (Zhu-jun et al., 2017)showed that combined use of astragalus polysaccharide (AP) and berberine (BBR) could synergistically produce a better therapeutic effect than either of them alone by promoting the basic secretion ability of IR-INS-1 cells, and this research achievement is on the way of applying for a patent in China (patent application no.: CN201810266347.9; publication/announcement no.: CN108478591A).

The liver is the main organ of glucose and lipid metabolism and plays an important role in energy metabolism of various tissues and organs including muscles and adipose tissues through regulation of insulin, glucagon, epinephrine, growth hormone, and other hormones (von Horn and Minor, 2019). The construction of an IR cell model is an important way to explore the pathological mechanism and drug development of IR-related diseases.

HepG2 cells originating from human hepatic embryonal tumor cells are a phenotype very similar to hepatocytes. It was reported that the number of insulin receptors on the surface of HepG2 cells decreased by 58% under the high-level insulin condition, and the remaining receptors then exhibited a 50% decrease in insulin internalization and degradation on a per receptor basis (Williams and Olefsky, 1990). The degree of such a decrease was positively correlated with the insulin level and the duration of stimulation, indicating that HepG2 is a good cell model to study IR pathogenesis and the mechanism of hypoglycemic drugs *in vitro*.

The results of gene sequencing in a previous study (Tsujimoto et al., 2015) showed that there were significant differences in glycolysis/gluconeogenesis pathway between the control and model groups, and between the model and drug administration groups. Gluconeogenesis (GNG) is a metabolic process of converting non-carbohydrates, such as amino acids, pyruvate, and glycerin, into glycogen or glucose, which is important for maintaining blood glucose levels within the physiological range.

Under normal physiological conditions, the liver is the main organ of GNG. It has rapid adaptation to metabolic shift between fed and fasting states through a reciprocal mechanism (Wahren and Ekberg, 2007): Hepatic gluconeogenic activity is suppressed in response to postprandial insulin secretion so as to limit glucose production. Conversely, hepatic GNG is stimulated in response to reduced insulin action and elevates glucagon secretion during fasting. The renal glycogenic ability is only 1/10 of the liver (Edgerton et al., 2009).GNG change is not obvious under normal dietary and metabolic conditions, but can undergo significant change in prolonged fasting or exercise and under low-carbohydrate diet conditions, or when there is a significant decrease in glycogen storage in the liver. GNG is an energy-consuming process that starts with two molecules of pyruvate and ends with the synthesis of one molecule of glucose, which requires six molecules of ATP/GTP. It produces a net 2ATP compared to glycolysis. In T2DM patients, the main source of endogenous glucose production is from GNG rather from glycogende composition. Increased hepatic GNG is a hallmark of T2DM, so maintaining the normal rate of GNG is the key to avoiding T2DM (Matsumoto et al., 2007).

However, what change may occur in the GNG signaling pathway of IR-HepG2 cells, and whether AP-BBR can attenuate IR by regulating the GNG signaling pathway remain unclear.

In the present study, we established a model of IR- HepG2 cells by insulin induction *in vitro* to determine the concentration and timing of stable insulin induction, and detect glucose uptake, reactive oxygen species (ROS) and apoptosis, CCK8 cell viability, the H_2_O_2_ concentration, and intracellular calcium ion in HepG2 cells to see whether AP-BBR attenuated IR by regulating the GNG signaling pathway.

## Materials and Methods

### Determination of Glucose Content in HepG2 Cells

#### HepG2 Cell Culture

HepG2 cells (Cell Bank of the Chinese Academy of Sciences, Shanghai, China) were cultured in 1640 medium (Hyclone, Beijing, China) containing 10% fetal bovine serum (FBS, Hyclone, Beijing, China) and 1× streptomycin in a 37°C 5% CO_2_ saturated humidity incubator. The normally cultured HepG2 cell lines in log phase were centrifuged at 100 grpm for 5 min, and 20000 cells/well were placed in a 96-well plate and incubated at 37°C.

#### Grouping and Drug Administration

The experiment was performed in 24-h control group, 24-h model group, 36-h control group, 36-h model group, 48-h control group, 48-h model group, 72-h control group and 72-h model group.

Insulin (Gibco, NY, USA) was diluted to a final concentration of 10^-6^ mol/L in complete medium. 200-µl insulin preparation was added into each well for the model group and an equal amount of complete medium was added into each well for the control group. Culture was performed in a 37°C 5% CO_2_ and saturated humidity incubator. The supernatant of the corresponding medium was collected according to the time point by centrifugation at 3000 r/min for 5 min and stored at −80°C for use.

#### Determination of the Glucose Content

The reagent for determining the glucose content (RSBIO, Shanghai, China) was balanced and configured at room temperature. 20-ml R1 reagent and 20-ml R2 reagent were mixed well. The EP tubes were marked as a blank tube, a calibration tube, a quality control tube, and a sample tube accordingly. 1000 µl working fluid was added to each tube; 10 µl distilled water was added to the blank tube; 10 µl calibration product was added to each tube; 10 µl quality control product was added to each tube of quality control tube; and 10 µl sample was added to each sample tube. Six samples were added in each group. After full mixing, the EP tubes were placed in 37°C water bath for 15 min. The 200-µl sample from each tube was transferred to a 96-well plate, and the absorbance was measured at 505 nm.

### Detection of HepG2 Cell Viability by CCK8

HepG2 cell culture was conducted in the following groups: a normal control group; an insulin model group; a 1-mg AP-BBR group; a 5-mg AP-BBR group, a 10-mg AP-BBR group; a 20-mg AP-BBR group; and a 40-mg AP-BBR group. Astragalus polysaccharide (AP) used in this study was provided by Shanghai Yuanye Biotechnology Co., Ltd (Shanghai, China; Lot No. B20562; AP is a kind of macromolecular active substance extracted from the dried roots of the leguminous plant Astragalus membranaceus or Astragalus membranaceus. It is mainly composed of 75.19% glucose and a small amount of fructose, galactose, arabinose, and xylose. AP is a neutral polysaccharide that makes the iodine liquid blue and has a melting point above 200°C.), and BBR was provided by Beijing Century Aoko Biotechnology Co., Ltd (Beijing, China; Lot No. BWB50136; Molecular formula: C20H18NO4; Molecular weight: 336.37; Melting point: 145°C; boiling point: 354.2°C at 760 mm Hg). AP-BBR was administered at a 1:1 mass ratio of AP: BBR. The above ratio was set up according to our previous studies on AP and BBR (Zitai et al., 2018; Zhu-jun et al., 2018). After successful establishment of the IR model, different concentrations of AP-BBR were added. The system of each pore was 200 µl. The experiment was repeated three times independently. After different time points of drug action, 10 μl CCK8 detection solution (UNOCI, Hangzhou, China) was added to each pore, and the reaction time was 2 h at 37°C. A blank control group was set up and treated in the same way without anything added. Optical density (OD) was measured at 450 and 650 nm. The results were calculated using the following equation: Cell survival rate (%) = OD value of experimental group/OD value of non-drug group × 100%.

### Detection of Apoptosis and ROS of HepG2 Cells by Flow Cytometry

#### Grouping

HepG2 cells were divided into three groups: a normal control group, a model group, and a 10-mg AP-BBR group. The original culture medium was retained in the wells to which 100 µl of the respective insulin concentration was added and treated for 48 h.

#### ROS Probe Incubation

The cry preserved tube containing 1.5-ml cells was taken out from the liquid nitrogen tank and quickly placed in water bath at 37°C for about 2 min. The cell suspension in the tube was transferred into a 15-ml centrifuge tube, to which 5 ml complete medium was added, and centrifuged at 300×g for 5 min at room temperature. After removing the supernatant, cells were re-suspended with a moderate amount of complete medium heavy precipitation, inoculated in a 10-cm petri dish, added with complete medium to 10 ml, and cultured again in 37°C and 5% CO_2,_ saturated humidity. 1 μl ROS probe (Beyotime, Shanghai, China) was added to the resuscitated cells in the proportion of 1:1000, mixed, incubated at 37°C for 20 min, and oscillated several times per 5 min. After 5 centrifugations, cell precipitation was collected, 1 ml PBS was resuscitated, and centrifuged at 500 × g for 5 min. 1 ml PBS was re-suspended. A negative control group was set up and treated in the same way without adding the probe.

#### Apoptosis Probe Incubation

The prepared cells were precipitated; 0.1 ml banding buffer was resuscitated; FITC probe 5 μl and PI probe 10 μl were added, mixed, incubated at room temperature for 5 min, and finally tested after addition of the banding buffer to 0.5 ml. The negative control group was treated in the same way without anything added. The single staining group was treated in the same way with addition of the FITC probe or PI probe only.

#### Detection of ROS and the Apoptosis Rate by Flow Cytometry

The ROS signal was detected by flow cytometry (BIO-RAD, USA) and FL-1A channel. The proportion of ROS-positive cells and the mean fluorescence intensity of cells were recorded. FITC signal was detected by flow cytometry and FL-1A channel, PI signal was detected by FL-2A channel, and the apoptosis rate was recorded.

### Determination of the Intracellular H_2_O_2_ Concentration in HepG2 Cells

Cells in each group were cultured according to “Methods 1.1”. The Krebs-Ringer buffer was prepared with double steamed water, and the pH was 7.5. The final concentration of Amplex Red was 100 mg, and the final concentration of HRP was 0.25 U/ml with 1× buffer. H_2_O_2_ standard was diluted by gradient, and the standard curve was drawn. After removing the original liquid from the 96-well plate and washing PBS, 50-μl working fluid was added to each cell and incubated away from light at 37°C for 30 min. The fluorescence intensity was measured at the excitation wavelength of 530 nm and the emission wavelength of 590 nm.

### Detection of Intracellular Ca^2+^ in HepG2 Cells by Laser Confocal Technique

#### Hepg2 Cells Were Cultured and an IR-HepG2 Model Was Established

Fluo-4 probe loading was performed as follows: the prepared cell confocal dish was washed with 1 ml PBS buffer without Ca ^2^^+^ and Mg ^2^^+^; after addition of the Fluo-4 probe at 1:1 000 and thorough mixing, cells were incubated at 37°C for 30 min, and then washed with PBS without Ca ^2^^+^ and Mg ^2^^+^ 3 times before testing.

#### Administration and Detection of Intracellular Ca^2+^ by Laser Confocal Microscopy

The working module of living cells was opened in advance, and the conditions were set as follows: 37°C, 5% CO _2_, saturated humidity. The incubated cell confocal dish samples were placed in the workbench, the control samples and the model samples were put immediately under 100 times the laser confocal microscope x 100 (OLYMPUS FV1000, Japan). The blue light channel (excitation wavelength 488 nm and emission wavelength 526 nm) was scanned by laser every 5 s, and the fluorescence intensity was recorded. The control group and model samples were taken from the blue light channel. After dripping AP-BBR with the final concentration of 10 mg, the fluorescence intensity was recorded, and the control group and the model sample were taken from the blue light channel (488 nm excitation wavelength and 526 nm emission wavelength). Immediately, the blue light channel (488 nm excitation wavelength and 526 nm emission wavelength) was scanned by laser every 5 s, and the fluorescence intensity was recorded. Cells were photographed continuously for 0 to 1,000 s.

### Transcriptome Sequencing and Pathway Enrichment Analysis

RNA isolation, purification, and quantification: Total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's procedure. The RNA amount and purity of each sample were quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by Agilent 2100 with RIN number >7.0.

cDNA Library Construction: Poly(A) RNA was purified from total RNA (5 µg) using poly-T oligo-attached magnetic beads using two rounds of purification. Then, the poly(A) RNA was fragmented into small pieces using divalent cations under high temperature. Then the cleaved RNA fragments were reverse-transcribed to create the cDNA, which was subsequently used to synthesize U-labeled second-stranded DNAs with *Escherichia coli* DNA polymerase I, RNase H, and dUTP. An A-base was then added to the blunt ends of each strand, which were prepared for ligation to the indexed adapters. Each adapter contained a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single- or dual-index adapters were ligated to the fragments, and size selection was performed with AMPureXP beads. After the heat-labile UDG enzyme treatment of the U-labeled second-stranded DNAs, the ligated products were amplified by PCR under the following conditions: initial denaturation at 95°C for 3 min, 8 cycles of denaturation at 98°C for 15 s, annealing at 60°C for 15 s, extension at 72°C for 30 s, and then final extension at 72°C for 5 min. The mean insert size for the final cDNA library was 300 bp (±50 bp). Finally, 150-bp paired-end sequencing was performed on an Illumina Hiseq 4000 (LC Bio, China) following the vendor's recommended protocol.

Pathway enrichment analysis: Using the DAVID database and mouse genome as background control, the differentially expressed genes were analyzed by gene ontology under “FunctionalAnnotation Chart” functional module. The differentially expressed genes were divided into three categories according to their functions: the biological process, the cell component, and the molecular function. Pathway analysis was carried out by KEGG analysis function.

### Analysis of Protein Expression

HepG2 cells were lysed in NP 40 lysis buffer and centrifuged at 12,000×*g* for 20 min at 4°C. The protein concentration was quantitated, and the protein lysate (20 μg proteins) was subjected to SDS-PAGE on 10% polyacrylamide gels and then electrotransferred onto PVDF membranes (Millipore, Billerica, MA, USA). The membranes were then blocked by 5% fat-free milk, and incubated respectively with FoxO1 antibody (78 kDa; 1:1000), Phospho-FoxO1 (Ser256) antibody (78 kDa; 1:1000), PEPCK (PCK2) antibody (71 kDa; 1:1000), GLUT2 antibody (53 kDa; 1:1000), and anti-GAPDH (36 kDa; 1:2000) (CST, Cambridge, MA, U.S.) at 4°C overnight. Horseradish peroxidase (HRP)-conjugated secondary antibodies (rabbit or mouse) were used to detect bound antibodies, which were visualized by enhanced chemiluminescence (ECL, Millipore, Billerica, MA, USA) on a VersaDoc 4000 MP (BIO-RAD, USA) workstation. Using the ImageJ software, densitometric analysis was performed to determine the relative expression level of the target protein, which was standardized to GAPDH (Bethesda, Maryland. USA).

### Statistical Analysis

Data concerning miRNA expression were analyzed with independent sample t-test. All the other data were analyzed with one-way ANOVA followed by LSD when equal variances assumed, and Dunnett's-T3 when equal variances not assumed. The results are expressed as the means ± SEM. All statistical analyses were performed by using SPSS23. *p* < 0.05 was considered statistically significant. Figures were drawn by GraphPad Prism 6.02 and Adobe Illustrator CS6.

## Results

### Determination of Glucose Content in HepG2 Cells

The results of intracellular glucose content determination in HepG2 cells are shown in **Figure 1A**. The best time for the HepG2 insulin model was at 48 h of insulin intervention.

**Figure1:**
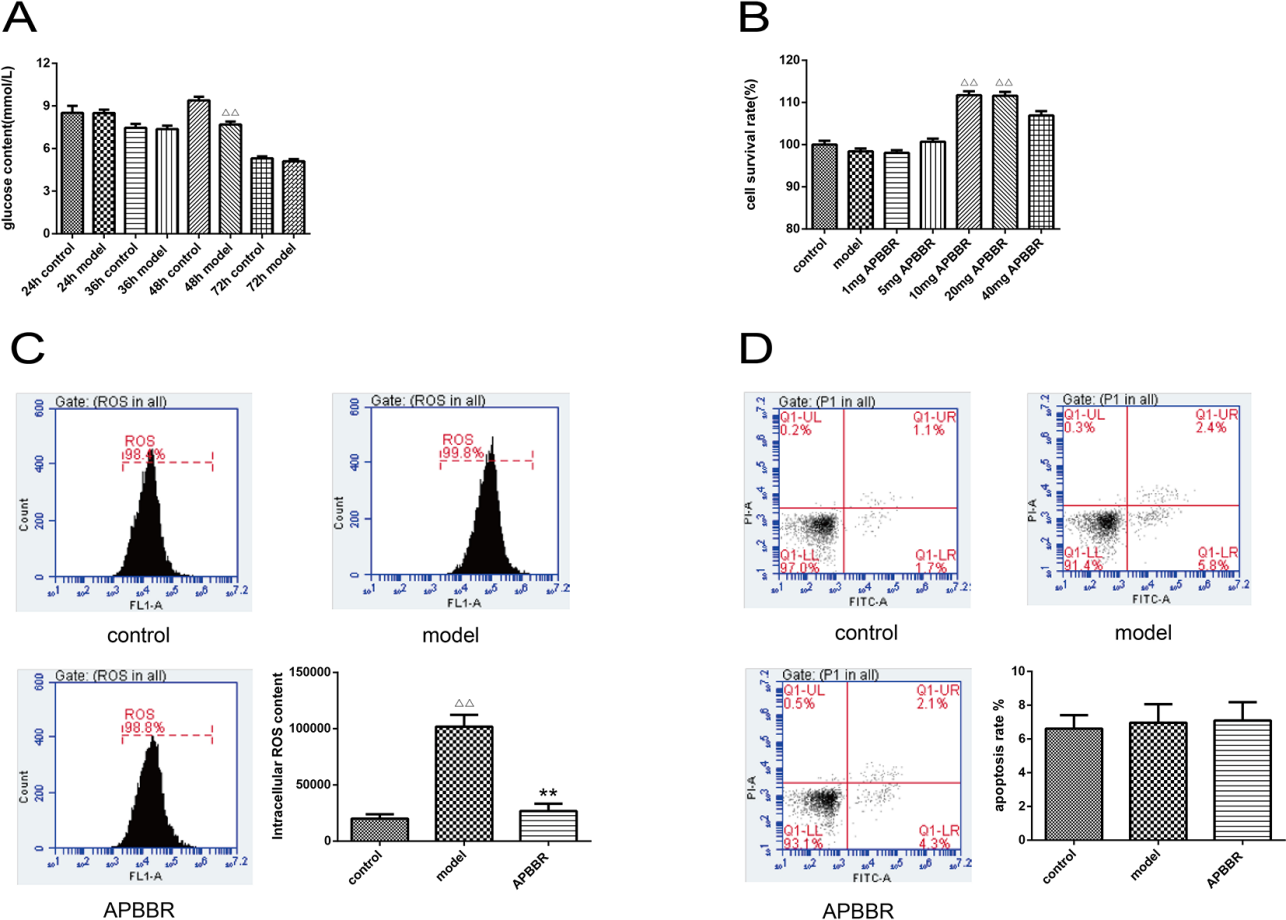
The glucose concentration of HepG2 cells **(A)**. Data are shown by mean ± SEM (n = 3), 48 h control group *vs.* 48 h model group, ^ΔΔ^ *P* < 0.01. Proliferation activity of HepG2 cells **(B)**, AP-BBR group *vs*. model group, **P < 0.01. The ROS content in HepG2 cells **(C)**, model group *vs*. control group, ^ΔΔ^ *P* < 0.01, AP-BBR group *vs*. model group, **P < 0.01. Apoptosis rate of HepG2 cells **(D)**, model group *vs*. control group, *P* > 0.05, AP-BBR group *vs*. model group, *P* > 0.05.

### Result of the Cell Survival Rate of HepG2 Cells

CCK8 assay was performed to detect the cell survival rate of HepG2 cells. As shown in **Figure 1B**, the survival rate of IR-HepG2 cells was increased after AP-BBR administration. The optimal dosage of AP-BBR was 10 and 20 mg. For convenience, 10 mg was used in the subsequent experiments.

### Determination of ROS Content in HepG2 Cells

ROS content in HepG2 cells was detected by flow cytometry (**Figure 1C**). The results showed that the level of ROS in IR-HepG2 cells increased significantly, and the level of ROS decreased significantly in AP-BBR group. The results showed that the level of ROS in IR-HepG2 cells increased significantly, and AP-BBR decreased the level of ROS in the IR-HepG2 cell model.

### The Apoptosis Rate of HepG2 Cells

The effect of AP-BBR on apoptosis of IR-HepG2 cells was detected by flow cytometry, and the results are shown in **Figure 1D**. The results showed that the IR model and AP-BBR treatment had no significant effect on apoptosis of HepG2 cells.

### H_2_O_2_ Concentration in HepG2 Cells

The effect of AP-BBR on the concentration of H_2_O_2_ in IR-HepG2 cells was detected. As shown in **Figure 2**, the H_2_O_2_ content of IR-HepG2 cells was significantly increased, and the H_2_O_2_ content of IR-HepG2 cells was significantly decreased in AP-BBR group.

**Figure 2:**
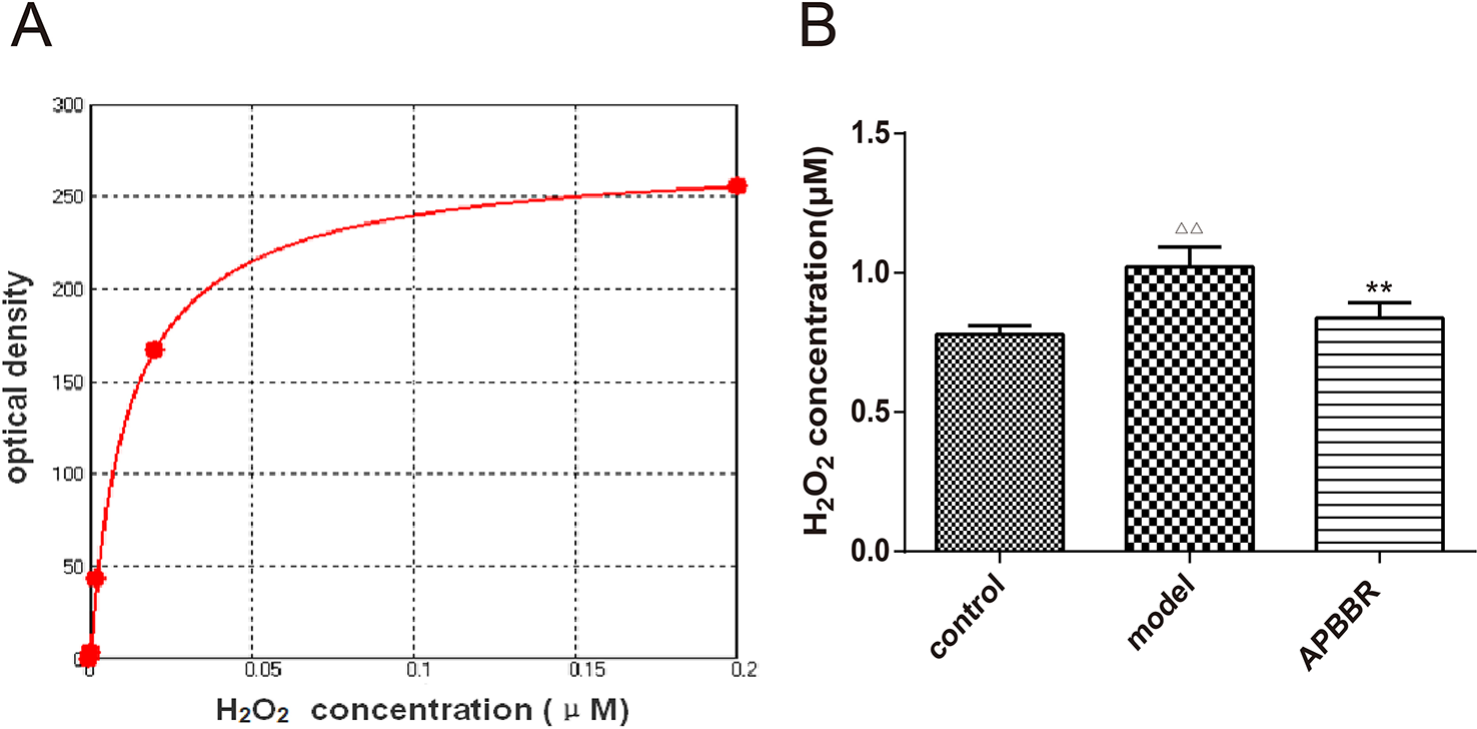
H_2_O_2_ standard curve **(A)**. X axis: concentration (mM); Y axis: fluorescence OD value. Four-parameter Logistic curve fitting, equation: y = (A -D)/[1 + (x/C)^B] + D.A = 274.48194; B = -0.92136; C = 0.01225; D = -1.30186; r^2 = 0.99990. H_2_O_2_ concentration in HepG2 cells **(B)**. Data are shown by mean ± SEM (n = 3). ^ΔΔ^ *P* < 0.01 showing a significant difference as compared with control group; **P < 0.01 showing a critical difference as compared with model group (n = 3).

### Change in Intracellular Ca^2+^ in HepG2 Cells

The photos of each HepG2 cell group under the laser confocal microscope are shown in **Figure 3A**.

The slope of intracellular Ca^2+^ fluorescence intensity dynamic (0–150 s) curve fitting is shown in **Figure 3B**. The results suggest that change in intracellular calcium flow became stronger and faster after modeling, and slower and weaker after AP-BBR administration.

The experimental results of laser confocal detection of intracellular Ca^2+^ change in HepG2 cells are shown in **Figure 3C** (the raw data is shown in **Supplementary Table 1**). These results suggest that the intracellular calcium flow changed rapidly in IR-HepG2 cells, and the intracellular calcium flow change was decreased after 10 mg AP-BBR administration.

**Figure 3:**
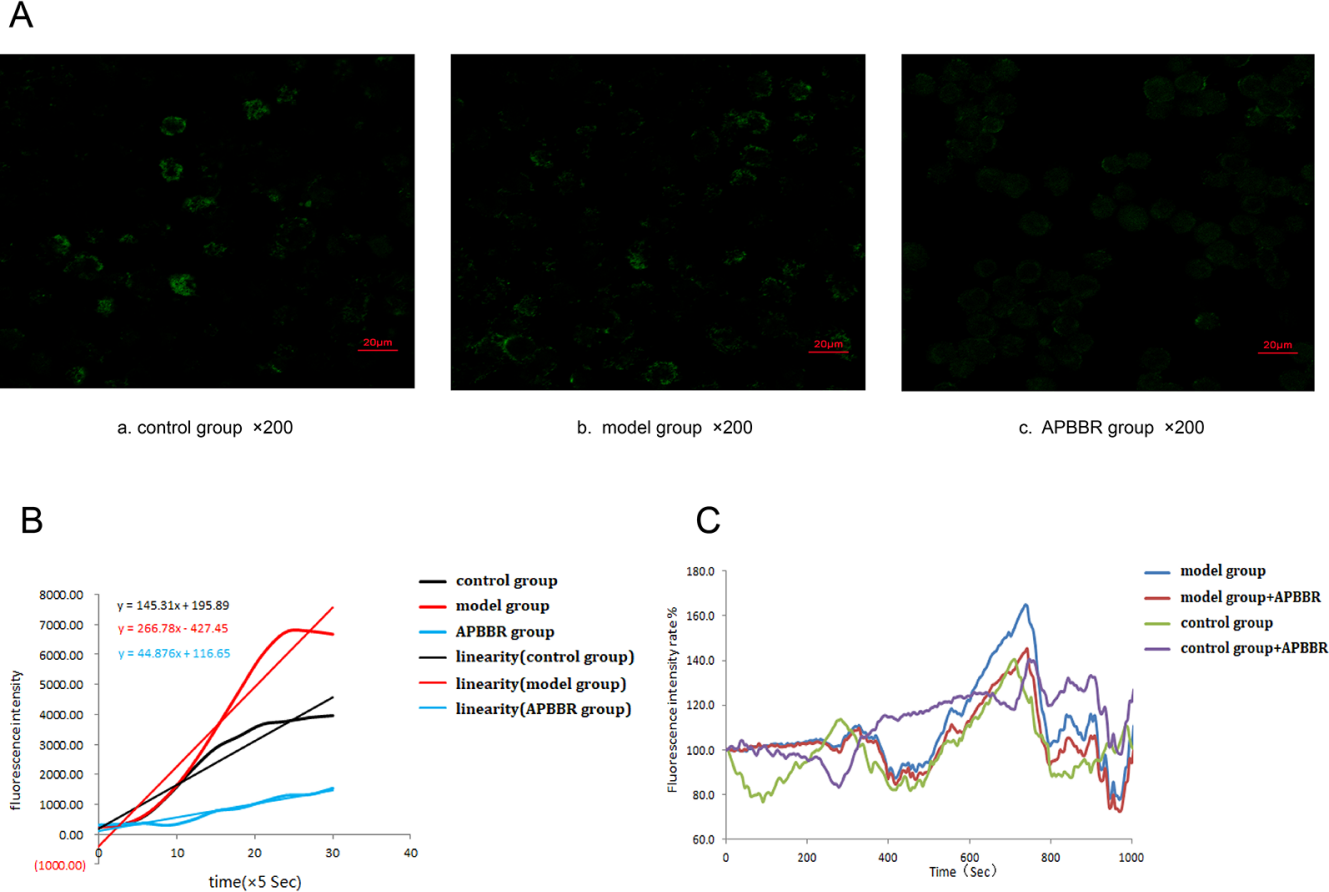
The photos of each HepG2 cells group under laser confocal microscope (×400) **(A)**. Calculation of slope by curve fitting of intracellular Ca^2+^ fluorescence intensity dynamics (0–150 s) **(B)**. Changes of intracellular Ca^2+^ fluorescence intensity in HepG2 cells(0–1000 s) **(C)**.

### Results of Pathway Enrichment Analysis

The statistical enrichment of differentially expressed genes in KEGG pathway was analyzed by local perl script and R software package ggplot2. 

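RNA of cells described as HepG2, an established human liver cancer cell line, was sequenced in 3 groups of 3 libraries each. The control group was untreated, the model group received insulin, and the AP-BBR group received insulin and AP-BBR. AP-BBR is astragalus polysaccharide combined with berberine, a plant alkaloid. After its tests of time and dose, the paper selects 48 h of insulin and states that 10 mg of AP-BBR was used in the later experiments. The labels give neither the hours nor the dose for the sequenced libraries. Nothing in the sources used here says that the 3 libraries of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. The paper's methods describe selection of poly(A) RNA, whereas the labels describe depletion of ribosomal RNA from total RNA. RN7SK, RN7SL1, RN7SL2, RPPH1 and RMRP, non-coding RNAs of which most lack a poly(A) tail, together took 7.68, 12.0 and 6.99% of the summed FPKM in the control libraries. Their share was 17.7, 3.56 and 2.78% in the model libraries and 24.5, 9.92 and 16.3% in the AP-BBR libraries. Without RMRP, which was listed at 0 in the control and model libraries, it was 18.4, 4.12 and 10.8% in the AP-BBR libraries, and RN7SK, RN7SL1 and RPPH1 were listed at 0 in some libraries too. The authors deposited FPKM values, which scale fragments by transcript length and library depth, for assembled loci. The submitters' processing notes name HISAT2 2.0, StringTie 1.3.0 and Bowtie 0.12.2 with the builds GRCh38 and mm8, without the role of each. Coordinates given at the claims are those of the GENCODE annotation of GRCh38, reached through the transcript identifiers in the table. Of 108699 loci, 28162 carried an annotated transcript and 80537 did not. A relative depth was read from the commonest step of FPKM times transcript length inside a fixed window, which bounds the depths that can result. Taken as a single fragment, that step gives about 18140000, 19410000 and 20300000 fragments in the control libraries. It gives 18680000, 16920000 and 20190000 in the model libraries and 18290000, 18020000 and 15710000 in the AP-BBR libraries. Only 46.2 to 56.8% of low values lay on a grid set by that step. These are therefore not measured fragment counts, and whole reads could not be recovered. Loci without annotation took 24.9% of the summed FPKM in control replicate 3 and between 7.71 and 12.8% in the other 8 libraries. An exact 0 in this table can be a failed estimate, since 136 protein-coding genes that passed the filter were listed at 0 in at least 1 library and 67 of them reached 10 FPKM or more in another. Of 17 listed plasma protein genes of hepatocytes with a locus of their own, 15 stayed under 1 FPKM in every library. Why is open, and results on liver pathways below carry this limit. Values were tested as log2(FPKM + 1), and every log2 fold change below is on that scale, which understates the change of genes with low values. The 11201 annotated loci with a mean of 1 FPKM or more over the 9 libraries were fitted in 1 model with limma, which pools the spread of all 3 groups. P-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05. The paper's text names neither the test nor the threshold behind its differentially expressed genes. For data in general, its statistics section names LSD comparisons where equal variances are assumed and Dunnett's T3 where they are not, with p under 0.05. LSD was run for every gene as an alternative without adjustment, and Dunnett's T3 was not run. A gene passed by LSD only where the one-way ANOVA over the 3 groups also gave a p under 0.05. Gene lists were written from textbook knowledge before the data were examined, as were the alternatives and the rule for the genes named. Lists were also tested for a common direction with camera at a preset correlation of 0.01, and again with the correlation estimated from the data.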

Red indicates a significant difference, and blue indicates no significant difference. The size of the circle reflects the number of genes. 

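PPARG, a nuclear receptor that switches on genes of lipid storage, rose from 7.06 ± 0.531 FPKM in the model group to 10.3 ± 0.874 FPKM in the AP-BBR group (SD, n = 3 libraries each). This is a log2 fold change of 0.49 (standard error 0.10, adjusted p = 0.0432 from limma with Benjamini-Hochberg adjustment). PPARG lies on chromosome 3 of GRCh38 from 12287368 to 12434356. Of 34 tested genes of PPAR signaling, it alone passed the test over all genes. When adjusted over the list alone 2 passed, PPARG and CPT2, a carnitine transferase of mitochondrial fatty acid oxidation. CPT2 had a log2 fold change of -0.55 (standard error 0.12, adjusted p = 0.0536 over all genes from limma). With AP-BBR, 10 of the 34 lay at an unadjusted p under 0.05, 4 higher and 6 lower, and 7 passed by LSD. Over all 11201 tested genes, 2279 lay at an unadjusted p under 0.05 with AP-BBR and 1802 passed by LSD. These totals are the base for each such count with AP-BBR in this paragraph. Between the model group and the control group, 0 of the 34 genes of PPAR signaling passed limma's test over all genes, 0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by the LSD comparison. SLC2A6, a member of the glucose transporter family, fell from 3.79 ± 0.411 FPKM in the model group to 1.90 ± 0.368 FPKM in the AP-BBR group (SD, n = 3 each). Its log2 fold change was -0.73 (standard error 0.15, adjusted p = 0.0387 from limma). It was the only one of the 4 tested glucose transporters past the threshold over all genes. When adjusted over the list alone 3 passed, among them SLC2A3, a high-affinity glucose transporter, with a log2 fold change of 0.43, and SLC2A8 with -0.32. Of the 4 transporters, 3 lay at an unadjusted p under 0.05 with AP-BBR, 1 higher and 2 lower, and 2 passed by LSD. In the model group against the control group, 0 of these transporters passed limma's test over all genes, 0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by LSD. Of 20 tested genes of fructose and mannose metabolism, 1 rose with AP-BBR, the hexokinase HK1, and 2 passed when adjusted over the list alone, HK1 and the phosphofructokinase PFKM. At an unadjusted p under 0.05 there were 5 with AP-BBR, 4 higher and 1 lower, and 4 passed by LSD. In the model group against the control group, 0 of the 20 passed limma's test over all genes and 0 when adjusted over the list alone, 2 lay at an unadjusted p under 0.05 and 2 passed by LSD. None of the 31 tested genes of pyruvate metabolism passed limma's test in either comparison, over all genes or adjusted over the list alone. For pyruvate metabolism, 0 genes lay at an unadjusted p under 0.05 and 0 passed by LSD between the model and control groups. With AP-BBR, 6 of them lay at an unadjusted p under 0.05, 3 higher and 3 lower, and 6 passed by LSD. None of 24 tested genes of insulin signaling, from the receptor to AKT and glycogen synthase, passed limma's test in either comparison, over all genes or adjusted over the list alone. Of those 24, 1 lay at an unadjusted p under 0.05 and 0 passed by LSD between the model and control groups, against 4 and 2 with AP-BBR. The calls of PPARG and SLC2A6 ended when any 1 of the 6 libraries was left out (limma adjusted p from 0.0559 to 0.151 for PPARG and from 0.0511 to 0.129 for SLC2A6). They also ended without the filter on low values (0.0715 and 0.0852) and in a fit of only the 2 groups compared (0.107 and 0.0870).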

Among the top 20 rich factors, pathways related to IR included the PPAR pathway, glucose metabolism pathway, and glycolysis/gluconeogenesis pathway. 

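EIF4H, a factor that helps the helicase of translation initiation unwind mRNA, fell from 128 ± 4.53 FPKM in the control group to 32.5 ± 7.58 FPKM in the model group (SD, n = 3 libraries each). This is a log2 fold change of -1.97 (standard error 0.15, adjusted p = 0.00899 from limma with Benjamini-Hochberg adjustment). EIF4H was the only one of 11201 genes past the threshold between these groups. It lies on the plus strand of chromosome 7 of GRCh38 from 74174245 to 74197101. None of 39 tested genes of glycolysis and gluconeogenesis passed limma's test, over all genes or adjusted over the list alone, 0 lay at an unadjusted p under 0.05 and 0 passed by LSD. The median log2 fold change of these 39 genes was -0.04. GAPDH, the glyceraldehyde-3-phosphate dehydrogenase of glycolysis, had 1350 ± 81.2 FPKM in the control group and 1467 ± 257 FPKM in the model group (SD, n = 3 each). Its log2 fold change was 0.11 (standard error 0.14, adjusted p = 0.944 from limma). PCK2, the mitochondrial phosphoenolpyruvate carboxykinase of gluconeogenesis, had 5.23 ± 0.414 FPKM in the control group and 6.61 ± 1.91 FPKM in the model group (SD, n = 3 each). This is a log2 fold change of 0.26 (standard error 0.17, adjusted p = 0.937 from limma). ALDH1B1, a mitochondrial aldehyde dehydrogenase counted in this pathway, had the widest difference of the list and did not pass the test. It was at 0.0395, 0.439 and 9.73 FPKM in the control libraries and 9.83, 10.5 and 10.6 FPKM in the model libraries. PCK1, the cytosolic phosphoenolpyruvate carboxykinase, and the fructose bisphosphatase FBP1 stayed at or under 0.0289 and 0.129 FPKM in every library and were not tested. Of the lists tested for a common direction, only the spliceosome genes, whose products remove introns, were lower in the model group as a set (median log2 fold change -0.08 over 103 genes, camera adjusted p = 0.0462). That call was lost with adjusted p = 0.857 with an estimated correlation. It also ended without control replicate 2 (camera adjusted p = 0.0857), control replicate 3 (0.172), model replicate 1 (0.194) or model replicate 2 (0.219), where the median was -0.11, -0.07, -0.08 and -0.03. In limma's test 0 spliceosome genes passed over all genes and 0 when adjusted over the list alone, with 4 at an unadjusted p under 0.05 and 4 by LSD. Over all genes, 597 lay at an unadjusted p under 0.05, 338 higher and 259 lower in the model group, where chance gives 560, and 444 passed by LSD. The libraries of the 2 groups did not overlap for 10.4% of the genes, where chance gives 10%. The count of 1 became 3, 5 and 6 without control replicates 1, 2 and 3 and 5, 7 and 3 without model replicates 1, 2 and 3. It became 2 with a pseudocount of 0.1 and 9 in a fit of only the 2 groups compared, and EIF4H was among the genes called in each of these.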

The results of significant differential expression analysis showed significant differences in the effect of glycolysis/GNG and other pathways on IR (**Figure 4A**). After AP-BBR intervention, there was significant difference expression in Glycolysis/GNG pathway (**Figure 4B**).

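HK1, the hexokinase that phosphorylates glucose at the entry of glycolysis, rose from 12.0 ± 1.85 FPKM in the model group to 18.8 ± 1.90 FPKM in the AP-BBR group (SD, n = 3 libraries each). The control group had 13.4 ± 0.614 FPKM. The log2 fold change of HK1 between the AP-BBR and model groups was 0.61 (standard error 0.13, adjusted p = 0.0458 from limma with Benjamini-Hochberg adjustment). HK1 lies on chromosome 10 of GRCh38 from 69269984 to 69401884. It was the only 1 of the 39 tested genes of glycolysis and gluconeogenesis past the threshold over all genes. None, 0 of 39, passed limma's test when adjusted over the list alone. At an unadjusted p under 0.05 there were 9 genes of the list, and 10 passed by LSD, where 2279 and 1802 of all 11201 tested genes did. Of the 9, HK1, HK2, PFKM and PCK2 were higher and G6PC3, PGAM1, LDHA, PGK1 and DLAT were lower in the AP-BBR group. HK2, a second hexokinase, had a log2 fold change of 0.59 (adjusted p = 0.107 from limma) and PFKM, the muscle form of phosphofructokinase, had 0.52 (adjusted p = 0.0791). The phosphoglycerate mutase PGAM1 had a log2 fold change of -0.45 (adjusted p = 0.0965 from limma), and LDHA and PGK1, a lactate dehydrogenase and a phosphoglycerate kinase, had -0.34 and -0.30. Among the 4 tested enzymes that serve gluconeogenesis, 0 passed limma's test over all genes and 2 passed when adjusted over the list alone, with 2 at an unadjusted p under 0.05 and 2 by LSD. Those 2 were PCK2 with a log2 fold change of 0.54 (adjusted p = 0.119 over all genes from limma) and G6PC3, a glucose-6-phosphatase, with -0.51 (adjusted p = 0.111 over all genes from limma). PCK2 passed over all genes when model replicate 2 was left out (log2 fold change 0.74, limma adjusted p = 0.02235). Among 16 tested enzymes of glycolysis itself, 1 passed over all genes and 4 when adjusted over the list alone, HK1, HK2 and PFKM higher and PGAM1 lower. The 39 genes did not pass the test for a common direction (median log2 fold change 0.01, camera adjusted p = 0.877, and adjusted p = 0.925 with an estimated correlation). With pathway membership taken from the deposited table, 1 of 41 tested genes of glycolysis and gluconeogenesis passed. Between AP-BBR and model, 0 of 272 pathways were enriched for called genes (one-sided Fisher's exact test, Benjamini-Hochberg adjustment). Between model and control the 1 gene called, EIF4H, carried no pathway in that table, so this test could not pass there. With genes at an unadjusted p under 0.05 in place of called genes, 0 pathways were enriched in either comparison. The call of HK1 ended when any 1 of the 6 libraries was left out (limma adjusted p from 0.0583 to 0.155), without the filter on low values (0.0836) and in a fit of only the 2 groups compared (0.12). The median of the list turned to -0.06 without model replicate 1, -0.01 without model replicate 3 and -0.01 without AP-BBR replicate 2. From the enrichment of differentially expressed genes in Fig. 4B, the paper states that expression in the glycolysis/GNG pathway differed significantly after AP-BBR.

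**Figure D1:**
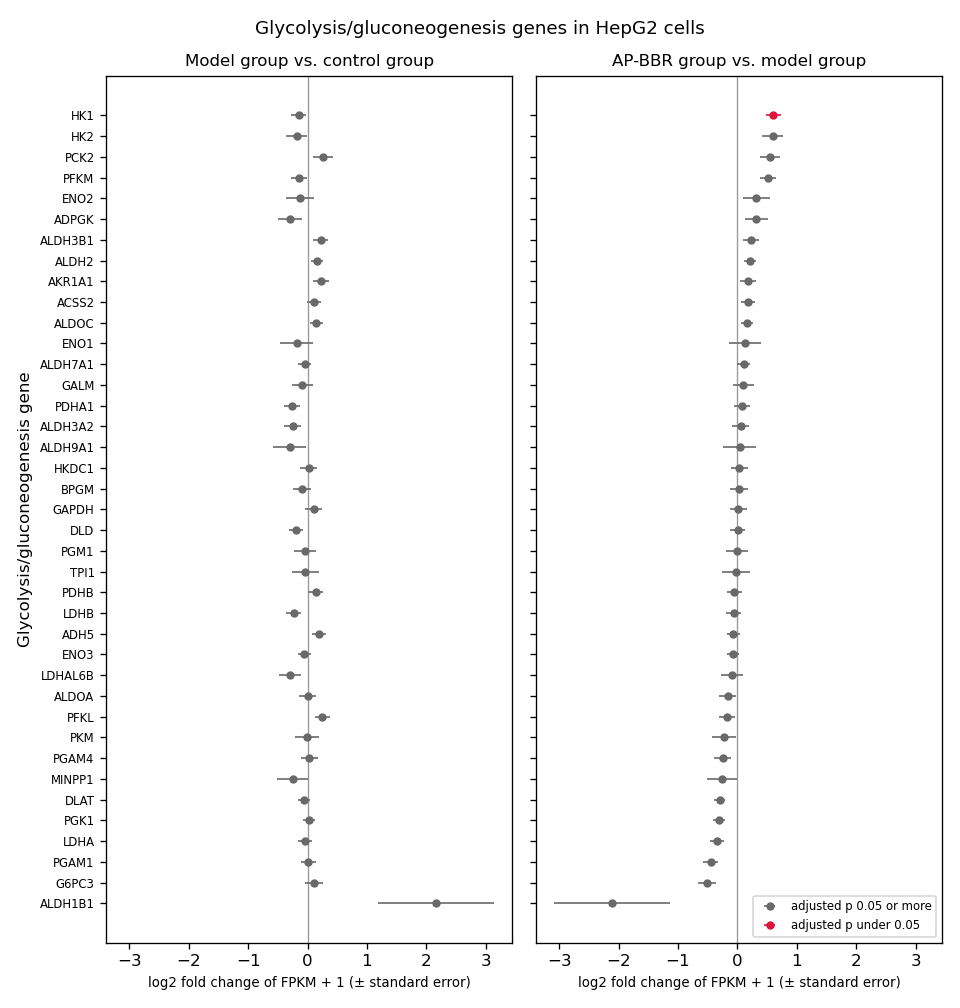
Log2 fold change on the log2(FPKM + 1) scale of the 39 tested genes of glycolysis and gluconeogenesis, between the model and control groups and between the AP-BBR and model groups. Points are limma's estimates over 3 libraries per group and bars are 1 standard error. HK1, drawn in red at 0.61 in the comparison of AP-BBR with the model group, is the only gene with an adjusted p under 0.05.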

**Figure 4:**
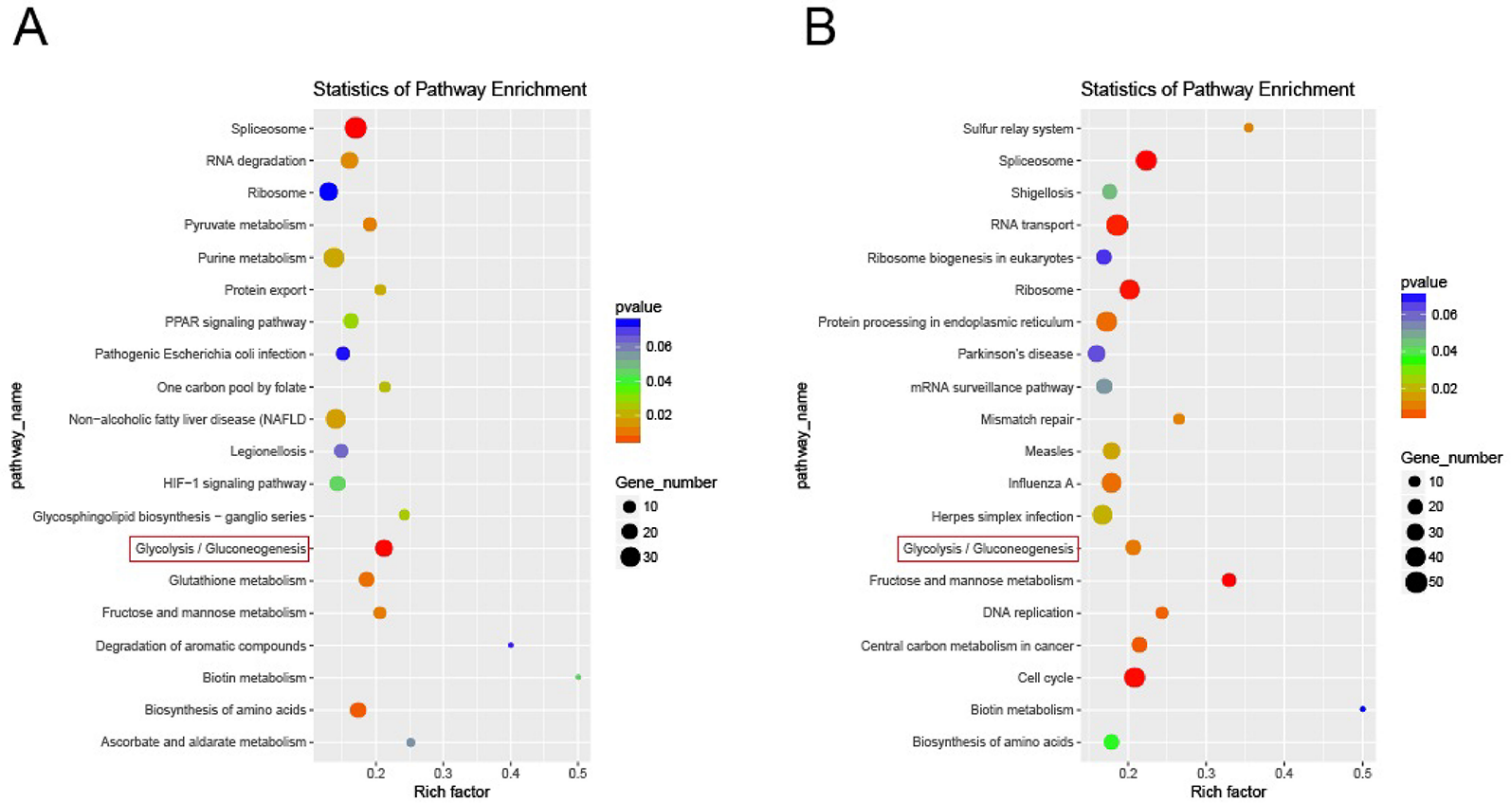
Enrichment of differentially expressed genes in KEGG pathway. Model group vs. control group **(A)**. AP-BBR group vs. model group **(B)**.

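Between the AP-BBR and model groups, 194 genes rose and 207 fell at an adjusted p under 0.05 from limma. NR1D1, a nuclear receptor that represses genes of the circadian clock, rose from 2.85 ± 1.05 to 22.0 ± 5.09 FPKM (SD, n = 3 libraries each). This is a log2 fold change of 2.59 (standard error 0.23, adjusted p = 0.00399 from limma with Benjamini-Hochberg adjustment). PIM1, a serine/threonine kinase, rose from 31.1 ± 4.27 to 92.6 ± 16.8 FPKM (SD, n = 3 each). Its log2 fold change was 1.54 (standard error 0.15, adjusted p = 0.00399 from limma). ODC1, the decarboxylase that starts polyamine synthesis, fell from 48.9 ± 3.46 to 17.3 ± 2.77 FPKM (SD, n = 3 each). The log2 fold change of ODC1 was -1.46 (standard error 0.14, adjusted p = 0.00399 from limma). PEG10, an imprinted gene derived from a retrotransposon, fell from 12.1 ± 2.22 to 1.81 ± 0.732 FPKM (SD, n = 3 each). The log2 fold change of PEG10 was -2.24 (standard error 0.24, adjusted p = 0.00566 from limma). EIF4H was at 130.2 ± 4.07 FPKM in the AP-BBR group (SD, n = 3), a log2 fold change of 1.99 against the model group (adjusted p = 0.00161 from limma) and of 0.03 against the control group. Among the other genes with the largest rises were DUSP5, a phosphatase of the kinase ERK, at a log2 fold change of 1.90, and TIPARP, an ADP-ribosyltransferase, at 1.76. CYP1B1, a cytochrome P450 enzyme, was at 1.68, the adaptor GRB7 at 1.68, the membrane protein SCAMP1 at 1.53 and PIGC, an enzyme of GPI anchor synthesis, at 2.13. FRAT2, a binding protein of the kinase GSK3, was listed at 0 in all 6 control and model libraries and at 8.78, 9.70 and 9.40 FPKM in the AP-BBR libraries. Among the largest falls were HSPA1B, a stress-induced HSP70 chaperone whose locus in the table also holds HSPA1A, at -2.04, the translation initiation factor EIF5 at -1.88, and the carbonic anhydrase CA9 at -1.69. TXNL4A, a part of the spliceosome, was at -1.63, NT5DC2 at -1.61, PPP1R10, a regulator of protein phosphatase 1, at -1.49 and the histone chaperone ASF1B at -1.49. The histone gene HIST1H2BF was listed at 0 in the 3 AP-BBR libraries and at 103, 119 and 107 FPKM in the model libraries. The libraries of the AP-BBR and model groups did not overlap for 26.5% of the genes, where chance gives 10%. The count of 401 became 84 without model replicate 1, 62 without model replicate 3, 62 without AP-BBR replicate 1 and 65 without AP-BBR replicate 2. It became 126 without the filter on low values and 83 in a fit of only the 2 groups compared. Among these genes, calls ended without model replicate 1 for PIGC, DUSP5, CA9, TXNL4A, PPP1R10 and ASF1B, and without model replicate 2 for PIGC, PPP1R10 and ASF1B. They ended without model replicate 3 for the 6 named first and GRB7, without AP-BBR replicate 1 for the 6 named first, GRB7 and TIPARP, without AP-BBR replicate 2 for PIGC, DUSP5, TIPARP, CA9, TXNL4A and PPP1R10 and without AP-BBR replicate 3 for PIGC (limma adjusted p from 0.0518 to 0.117). Without the filter on low values, calls ended for PIGC, DUSP5, CA9, PPP1R10 and ASF1B (limma adjusted p from 0.0621 to 0.1105). In a fit of only the 2 groups compared, they ended for DUSP5, GRB7, PPP1R10 and ASF1B (0.0511 to 0.121). The call of ASF1B also ended with a pseudocount of 0.1 (0.0509).

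**Figure D2:**
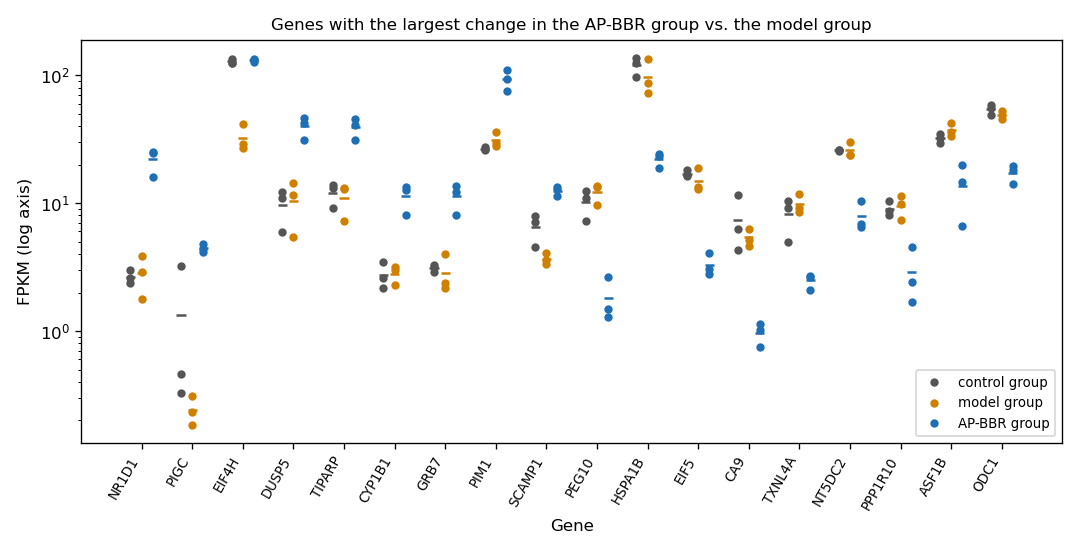
FPKM of 18 of the named genes with the largest change between the AP-BBR and model groups, on a log axis, in each of the 9 libraries. Dots are single libraries, coloured by group, and dashes are group means. Genes listed at 0 in a library are left out. Groups that do not overlap were part of the rule that chose these genes. For EIF4H the AP-BBR libraries lie near the control libraries.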

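Of the lists fixed beforehand, the spliceosome genes held the most calls between the AP-BBR and model groups. Of 103 tested, 1 rose and 11 fell over all genes, and 2 rose and 15 fell when adjusted over the list alone. HNRNPM, a protein that binds nascent transcripts, fell from 29.4 ± 1.22 to 12.7 ± 1.99 FPKM (SD, n = 3 libraries each). This is a log2 fold change of -1.16 (standard error 0.13, adjusted p = 0.00566 from limma). The splicing factors SRSF6 and TRA2A fell by 1.11 and 0.84 on the log2 scale (adjusted p = 0.00777 and 0.0119 from limma), and LSM4, a core protein of the U6 particle, rose by 0.48. The other 8 that fell were the chaperone HSPA1B, TXNL4A, RBMX, TRA2B, SRSF3, SRSF7, PRPF19 and NCBP1. The list was enriched for called genes (one-sided Fisher's exact test, adjusted p = 0.00878 over the lists) and lower as a set (median log2 fold change -0.15, camera adjusted p = 0.00902). The second of these was lost with adjusted p = 0.922 with an estimated correlation, and it ended without model replicate 3 (camera adjusted p = 0.103) or AP-BBR replicate 3 (0.0771). The count of 12 spliceosome calls became 6 and 4 without model replicates 1 and 3, 4 and 3 without AP-BBR replicates 1 and 2, 7 without the filter on low values and 5 with only the 2 groups compared. The enrichment ended without model replicates 2 and 3 (adjusted p = 0.141 and 0.0725 from Fisher's exact test), without AP-BBR replicates 1 and 2 (0.0725 and 0.634), in limma without trend (0.0911), and with genes at an unadjusted p under 0.05 (0.536) or by LSD (0.504). With membership from the deposited table, 12 of 109 spliceosome genes were called and the enrichment did not pass (one-sided Fisher's exact test, adjusted p = 0.255). Cytosolic ribosomal protein genes were higher as a set (median log2 fold change 0.18 over 72 genes, camera adjusted p = 8.30e-05, and adjusted p = 0.925 with an estimated correlation). Only RPL6, a protein of the large subunit, passed over all genes, and it fell by 0.55 (adjusted p = 0.0477 from limma). For this list 0 passed limma's test when adjusted over the list alone, 13 lay at an unadjusted p under 0.05, 11 of them higher, and 8 passed by LSD. Over all 11201 tested genes, 2279 lay at an unadjusted p under 0.05 and 1802 passed by LSD. Of 80 tested cell cycle genes, 3 rose and 1 fell over all genes, and 7 rose and 4 fell when adjusted over the list alone. MYC, a transcription factor of cell growth, rose from 22.4 ± 1.50 to 36.0 ± 3.03 FPKM (SD, n = 3 each). Its log2 fold change was 0.66 (standard error 0.10, adjusted p = 0.0207 from limma). GADD45A, induced by DNA damage, and WEE1, a kinase that holds back mitosis, rose by 0.86 and 0.68, and SKP2, a subunit of the ubiquitin ligase that degrades the inhibitor p27, fell by 0.74. Of 31 tested DNA replication genes, 0 passed limma's test over all genes and 0 when adjusted over the list alone, 5 lay at an unadjusted p under 0.05, all lower, and 5 passed by LSD. Immediate early genes, which respond first to growth signals and stress, were higher as a set (median log2 fold change 0.76 over 10 genes, camera adjusted p = 0.00337, and adjusted p = 0.217 with an estimated correlation). Of these 10, MYC alone passed over all genes and 4 rose when adjusted over the list alone, MYC, FOSL1, KLF6 and ZFP36. The count of 4 cell cycle calls, whichever genes they were, became 0 without model replicate 1, model replicate 3 or AP-BBR replicate 2, 1 without AP-BBR replicate 1, 2 without the filter on low values and 2 with only the 2 groups compared. The calls of MYC and GADD45A ended without model replicates 1 and 3 and AP-BBR replicates 1 and 2, and that of WEE1 without model replicates 1 and 3 and AP-BBR replicates 2 and 3. Calls also ended for SKP2 without any 1 of the 6 libraries, for RPL6 without each of them except model replicate 2, and for TRA2A without AP-BBR replicate 2 (limma adjusted p from 0.0501 to 0.159). In a fit of only the 2 groups compared, the calls of MYC, WEE1, SKP2 and RPL6 ended (limma adjusted p from 0.0550 to 0.110). Those of GADD45A, SKP2 and RPL6 ended without the filter on low values (0.0519 to 0.105), and that of RPL6 with quantile normalization (0.0530).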

### Protein Expressions

The results of Western blot in each HepG2 cell group are shown in **Figure 5**. Compared with the control group, the protein expression of p-FoxO1^Ser256^ and PEPCK in the model group was significantly increased, while the protein expression of FoxO1 and GLUT2 was significantly decreased (*n =* 3). Compared with the model group, the protein expression of p-FoxO1^Ser256^ and PEPCK in AP-BBR group was significantly decreased, while the protein expression of FoxO1 and GLUT2 was significantly increased (*n* = 3).

**Figure 5:**
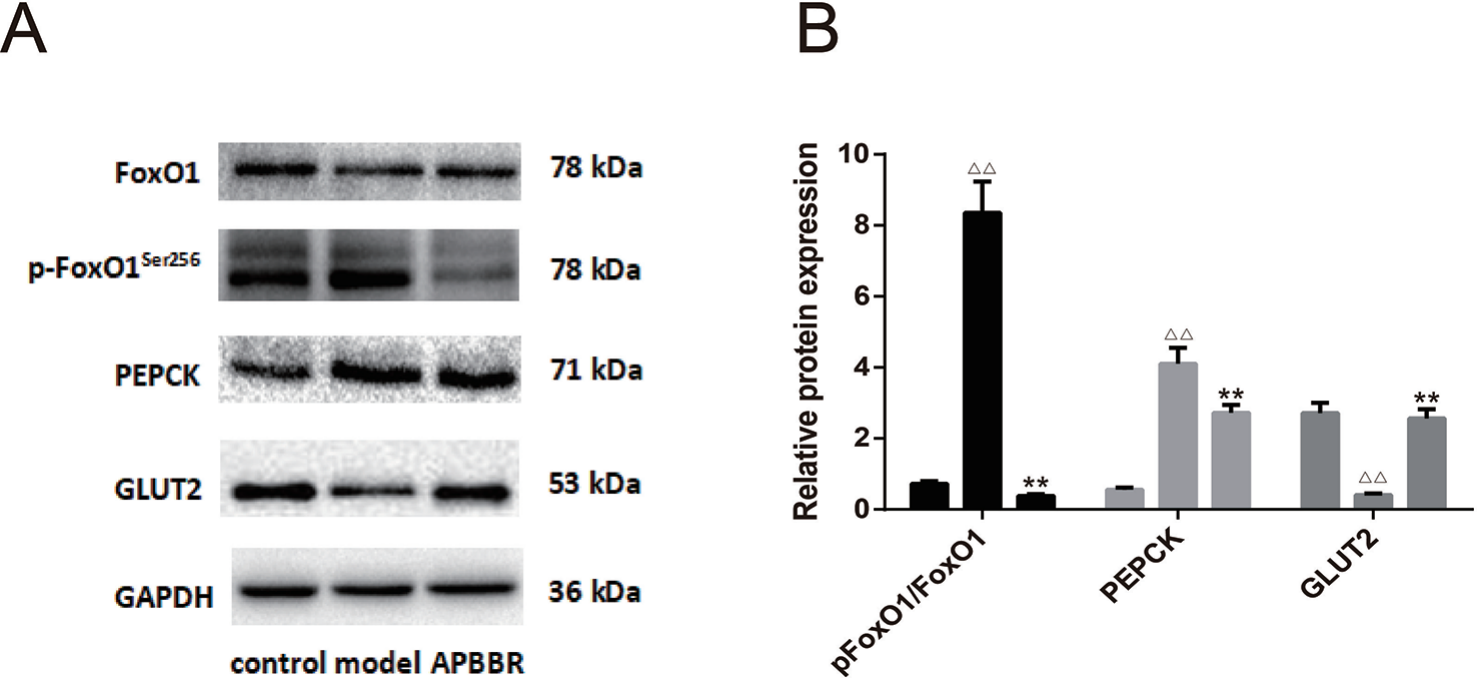
The protein expression in HepG2 cells. The protein expressions of FoxO1, p-FoxO1^Ser256^, PEPCK, and GLUT2 were detected by Western blot. The figure represents one of three experiments with similar results **(A)**. In **(B)**, ^ΔΔ^ *P* < 0.01 *vs.* control group, **P < 0.01, *vs.* model group (n = 3).

## Discussion

Deficiency of insulin signaling and IR in the liver has a great impact on energy balance and metabolism. Liver IR can lead to a series of metabolic abnormalities, such as hyperglycemia, dyslipidemia, and increased secretion of inflammatory factors. The inhibitory effect of insulin on hepatic glucose production is impaired during liver IR. When IR progresses to T2DM, the lack of insulin signaling molecules is common as hyperglycemia. Insulin signaling can impact T2DM by regulating glucolipid metabolism and energy homeostasis *via* action on the liver, skeletal muscle, and adipose tissue. It is reported that disruption of insulin signaling in the moue liver, skeletal muscle or adipose tissue can lead to diabetes (Boucher et al., 2014). Mice lacking insulin receptor substrate-2 (IRS-2) in the liver developed severe IR and hyperglycemia (Williams and Olefsky, 1990). All in all, according to the data of human and animal research, liver IR leads to the development of hyperglycemia and T2DM.

Astragalus membranaceus is one of the most widely used traditional Chinese herbal medicines. It can be used as an antidiabetic agent. The main component of Astragalus membranaceus is AP, which can improve overall IR (Sun et al., 2017). Coptis chinensis has been used as an anti-diabetic drug in Traditional Chinese Medicine (TCM) for centuries, and BBR is the main bioactive alkaloid of Coptis chinensis and can moderate T2DM by alleviating IR (Abd et al., 2013).

AP attenuated IR mainly by decreasing the phosphorylation of protein kinase and inhibiting GLUT4 translocation in KKAy mice (Zhang and Pugliese, 2015). AP also promoted the expression of phosphorylated PI3Kp85 and GLUT4 by inhibiting the expression of JNK and phosphorylating insulin receptor substrate-1 (Jiang et al., 2015). In addition, AP decreased serum TNF-α, MCP-1, and ICAM-1 and inhibited the expression of NF- κ B mediated inflammation gene (Gui et al., 2013).

BBR attenuated IR mainly by inhibiting the Rho GTPase signaling pathway to reduce renal inflammation in diabetic rats (Xie et al., 2013), activating various human cell lines and their promoter-dependent protein kinase C-(PKC-), and increasing insulin receptor mRNA and protein expression (Pang et al., 2015). It also inhibited liver GNG of the LKB1-AMPK-TORC2 signaling pathway and improved LPS-induced β-cell damage through LPS4-dependent JNK/NF-kB signaling pathway (Jiang et al., 2015). In addition, BBR exerted its anti-inflammatory effect through insulin sensitization, reduced cytokine production and serine phosphorylation, and increased insulin-mediated tyrosine phosphorylation (Lou et al., 2011).

The liver is the central site of glucose synthesis and metabolism, and also the main target organ for IR (Reinke and Asher, 2016). Therefore, it is very important to establish a stable and reliable IR hepatocyte model for studying the molecular mechanism of IR *in vitro* and screening drugs for prevention and treatment of IR. HepG2 cells originating from human hepatic embryonal tumor cells have similar morphological and biological functions to normal human hepatocytes, and therefore, are most commonly used for studying hepatic IR. Insulin has been widely recognized as an inducer to establish IR cell models.

In the present study, we explored the conditions in establishing the IR- HepG2 cell model and the effect of AP-BBR on IR. The glucose content in the supernatant of HepG2 cells treated with insulin for 24, 36, 48, and 72 h was measured. It was found that the optimal time for modeling was at 48 h of insulin intervention. CCK8 was used to detect the effect of AP-BBR on the viability of IR-HepG2 cells after 48 h. The results showed that AP-BBR attenuated IR in HepG2 cells.

Oxidative stress in hepatocytes refers to the pathological process of hepatocyte injury caused by excessive or/and endogenous antioxidant capacity of ·OH, H_2_O_2,_ and other active ROS, and disturbed balance between the oxidant and antioxidant systems (Cortes-Rojo and Rodriguez-Orozco, 2011). Oxidative stress causes lipid peroxidation damage, DNA oxidative damage, and abnormal protein expression in the liver by producing excessive ROS. It is involved in the pathogenesis of viral hepatitis, non-alcoholic/alcoholic hepatitis, drug-induced liver disease, and other liver diseases (Souli et al., 2015; Yu et al., 2015). When oxides or alkylates enter cells, they induce the production of a large amount of ROS. If ROS is not cleared in time, free radicals, the intermediate products of ROS, can directly act on nucleic acid, resulting in base modification and DNA strand breaks, resulting in oxidative DNA damage (Cadet et al., 2011; Rinna et al., 2015). Alterations in ROS and apoptosis of HepG2 cells were detected by flow cytometry. The results showed that the level of ROS increased significantly in IR-HepG2 cells and decreased after AP-BBR treatment. However, AP-BBR treatment had no significant effect on apoptosis of HepG2 cells.

Ca^2+^ is an important second messenger in cells. There is a close interaction between the ROS signaling system and the calcium signaling system in the intracellular environment. On the one hand, ROS can change the amplitude and temporal and spatial characteristics of local and whole-cell calcium signals by modifying the key protein components of the calcium signaling system, such as voltage-dependent calcium and intracellular calcium release channels. On the other hand, Ca^2+^ can accelerate mitochondrial metabolism by regulating the activities of dehydrogenase in tricarboxylic acid cycle (Rizzuto and Pozzan, 2006), ATP synthase, and adenine nucleoside transporter so as to accelerate mitochondrial metabolism and increase ROS production. [Ca^2+^]i can adjust mitochondrial proton driving force (Δ ψ m and Δ PH) and affect mitochondrial energy conversion and ROS production. Ca^2+^ is also involved in the regulation of cell cycle, cell differentiation, muscle contraction, cell movement, exocytosis, endocytosis, chemical chemotaxis, synaptic transmission and synaptic plasticity, and apoptosis (Liu and O'Rourke, 2009). [Ca^2+^]i is both a survival signal and a death signal. [Ca^2+^]i in cells is harmful to cells when it is too high or too low, so cell [Ca^2+^]i is under very strict regulation and control. The dynamic change of cell [Ca^2+^]i is the core link in cell signal transduction and regulatory network (Feske et al., 2001). Physiological levels of ROS and Ca^2+^ to adapt to the changes in energy requirements continue to adjust adaptively, so as to regulate the dynamic balance of mitochondrial morphology and distribution.

When the regulation of Ca^2+^ and ROS at physiological level fails to adapt to the change of energy demand, the abnormal level of Ca^2+^ and ROS leads to mitochondrial fusion and division, thus disrupting the balance of dynamic distribution, causing dysfunction of mitochondrial oxidative phosphorylation function and further affecting the cell function. The body is in a pathological state, and at the same time, mitochondrial oxidative phosphorylation dysfunction further leads to abnormal levels of Ca^2+^ and ROS, forming a vicious circle. ROS plays an important role in regulating cell proliferation, differentiation, apoptosis and cell senescence. Low concentrations of H_2_O_2_ can be used as intracellular signaling molecules to initiate gene transcription, thus inducing cell growth. High concentrations of ROS oxidized lipid, protein, and DNA can cause damage to cell integrity (Scherz-Shouval and Elazar, 2007).

Apoptosis induced by H_2_O_2_ is closely related to calcium overload. The molecular mechanism of apoptosis induced by oxidative stress is very complex and involves many signal transduction pathways, including the classical mitochondrial pathway (Chiara et al., 2012), death receptor pathway (Gomez-Quiroz et al., 2008) and endoplasmic reticulum pathway (Ip et al., 2011). Oxidative stress damage of cells leads to the release of a large amount of Ca^2+^ from the endoplasmic reticulum accompanied by endoplasmic reticulum stress, leading to unfolded protein reaction (UPR), which is used to reconstruct the normal function of endoplasmic reticulum (Greotti et al., 2019). If the intracellular Ca^2+^ concentration continues to increase and endoplasmic reticulum stress lasts for a prolonged time or severely, Ca^2+^-dependent kinases and phosphatase, such as calpain, caspase-12, and caspase-3 cascade reactions, will be activated, eventually leading to apoptosis (Das et al., 2006). In our experiment, change in the intracellular H_2_O_2_ concentration in IR-HepG2 cells was detected after AP-BBR treatment. The results showed that the H_2_O_2_ content of IR-HepG2 cells increased after modeling and decreased after AP-BBR treatment. The change in intracellular calcium flow in IR-HepG2 cells was rapid and reduced after AP-BBR treatment. These results suggest that Ca^2+^ was activated in the IR HepG2 cell model, and AP-BBR could inhibit the activation of Ca^2+^ to a certain extent.

The IR-INS-1 cell model in our previous study (Zhu-jun et al., 2017) showed that combined use of AP and BBR could promote basic secretion of IR-INS-1 cells significantly and showed a better therapeutic effect than that when either of them was used alone. The results showed that the compatibility of the two drugs had an optimal synergistic effect, and that AP-BBR could promote the proliferation of IR-HepG2 cells and reduce intracellular calcium flow, though the underlying mechanism remains unclear at present.

Insulin is a key hormone that suppresses GNG. It plays a vital role in the regulation of hepatic glucose output. Insulin regulates hepatic GNG by transcriptional modulation and activation of the relative signaling pathways (Hatting et al., 2018). Even an indirect effect of insulin on extra hepatic tissues can be sufficient to maintain normal glucose metabolism (O-Sullivan et al., 2015). T2DM is characterized by excess glucagon and IR. In T2DM patients, insulin could not suppress glucagon secretion or hepatic glucose production, which underscores the importance of determining the GNG rate in the potential treatment for T2DM.

Forkhead box protein O1 (FoxO1) is a member of the forehead box transcription factor class O (FOXO) family, and a direct transcriptional regulator of GNG. It is regulated by insulin reciprocally and plays a major role in regulating insulin sensitivity (Tikhanovich et al., 2013). The activity of FOXO1 as a regulator of blood glucose is modulated by several mechanisms including phosphorylation, acetylation, and deacetylation balance, as well as some other more novel mechanisms (Zhou et al., 2011).

In the high blood glucose state, insulin is released from the pancreas into the blood stream. Insulin signaling causes the activation of PI3kinase and the subsequent production of PIP3 phosphorylates Akt. Akt then phosphorylates FoxO1 to its nuclear exclusion, and is ubiquitinated and degraded by the proteosome (Matsuzaki et al., 2003). That is to say, FOXO1 is a counter of insulin-induced Akt activation in glycogen synthesis-GNG balance, which can subsequently suppress GNG during the fed state (Daitoku and Fukamizu, 2007).

Phosphoenolpyruvate carboxykinase (PEPCK) is an enzyme in the lyase family used in the metabolic pathway of GNG. It converts oxaloacetate into phosphoenolpyruvate and carbon dioxide (Mendez-Lucas et al., 2014).

The transcriptional induction of gluconeogenic enzyme PEPCK-C is an irreversible step of GNG, which therefore is of great importance in glucose homeostasis, as evidenced by the overexpression of PEPCK-C in T2DM laboratory mice. The role that PEPCK-C plays in GNG may be mediated by the citric acid cycle, the activity of which was found to be directly related to PEPCK-C abundance. Previous studies suggested that PEPCK-C level alone was not highly correlated with GNG in the mouse liver (Marandel et al., 2019). While the mouse liver almost exclusively expresses PEPCK-C, humans equally present a mitochondrial isozyme (PEPCK-M). Therefore, the role of PEPCK-C and PEPCK-M in GNG may be more complex and involve more factors than was previously believed.

Glucose metabolism depends on the uptake of glucose by cells. However, glucose is not free to enter cells through the lipid bilayer structure of the cell membrane. Glucose uptake by cells requires the help of glucose transporter (glucose transporters) on the cell membrane, which is known as the glucose transporter (GLUT) transport function.

GLUTs facilitate the movement of glucose from the plasma membrane across cell membranes. Member 2 (SLC2A2) of Glucose transporter 2 (GLUT2) is a principal transmembrane transporter for transfer of glucose between the liver and blood (Gould et al., 1991). It is of great significance for hepatic glucose uptake. Unlike GLUT4, GLUT2 does not rely on insulin for facilitation of glucose diffusion.

GLUT2 has low affinity (high Km, ca. 15-20 mM) for glucose, but it has high capacity for glucose. What's more, GLUT2 isoform is found abundant in the liver and pancreatic β-cells, so it has been suggested to function as a glucose sensor (Jung et al., 2006). GLUT2 may play a minor role in human β-cells, and can be an efficient glucose carrier so as to improve glucose and insulin metabolism.

In our study, the protein expression of p-FoxO1^Ser256^ and PEPCK in IR-HepG2 cells was increased, but the protein expression of FoxO1 and GLUT2 was decreased, and AP-BBR could reverse the above protein expression changes. The results suggest that AP-BBR attenuates IR in IR-HepG2 cells probably *via* the regulation of the GNG signaling Pathway.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI GEO https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139929.

## Author Contributions

Z-JM generated the data, wrote the manuscript, and approved its final version. Z-JM and L-PQ designed the study. Z-JM, ML, and XZ carried out the experiments. All authors have read and approved the final manuscript.

## Funding

This study was supported by a grant from the National Natural Science Foundation of China (No. 81603351).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

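RNA sequencing of cells described as HepG2 was analysed in 9 libraries, 3 of the control group, 3 of the model group and 3 of the AP-BBR group, with condition and replicate number taken from the sample labels. The authors deposited 1 table of FPKM values, in which each row is an assembled locus with its gene name, transcripts and KEGG pathways and each library has a column. The submitters' processing notes name HISAT2 2.0, StringTie 1.3.0 and Bowtie 0.12.2 and the builds GRCh38 and mm8 without saying which step used which, and the annotation release, the filters and the treatment of reads that map to several places are not given in the sources used here. The methods name the mouse genome as the background of the pathway analysis. All of the following was computed from the FPKM values as deposited, and no reads were processed.

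Of 123147 human transcript identifiers in the table, 154 had no match in the GENCODE annotation of GRCh38 used for gene type, coordinates, transcript length and GC content. The 80537 loci without an annotated transcript name no gene and were left out of the main tests, including 1665 that pass the same filter on low values. The mitochondrial genome gave 0 rows, so genes it encodes were not analysed here. A locus can merge neighbouring genes: 731 of the 11201 tested loci hold more than 1 protein-coding gene, which is named beside any value printed from such a locus. Among the tested loci, 9531 hold a protein-coding gene and 332 are listed at 0 in at least 1 library. Genes listed at 0 in a library are given as single values without a mean or a fold change. Depth was read from the commonest step between low values inside a fixed window, which bounds the result. It serves as a relative depth only, since these values did not give whole reads, so no counting interval was computed.

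Values were transformed to log2(FPKM + 1) and genes with a mean FPKM under 1 over the 9 libraries were left out. limma 3.58.1 in R 4.3.3 was fitted with a trend of the variance on the mean level to all 9 libraries together, with the group as the only term, and the comparisons of model with control, AP-BBR with model and AP-BBR with control were taken from that fit. P-values were adjusted by the Benjamini-Hochberg method over the 11201 genes, and the threshold was an adjusted p of 0.05. The design had foreseen a count test if the table held counts, and since it holds FPKM the test for such values was used. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

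The 31 gene lists cover pathways, complexes and cell type markers and hold 910 symbols. Of these symbols, 795 had a locus of their own name, 63 lay only in a locus named for another gene and 52 had no row and were not analysed here. Over-representation of called genes in a list or in a KEGG pathway of the table was tested with a one-sided Fisher's exact test against all tested genes, or against the 3239 tested genes with a KEGG pathway, with Benjamini-Hochberg adjustment. Direction was tested with limma's camera for lists with at least 5 tested members. Results of some listed genes are not reported here.

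The genes named in the text follow a rule. It takes, per comparison of model with control and AP-BBR with model, the 10 protein-coding genes with the largest rise and the 10 with the largest fall among those past the threshold whose groups do not overlap and whose higher group has a mean of at least 2 FPKM. It adds each called member of the glycolysis and gluconeogenesis list, the genes the paper names, and in each other list up to 4 called members with the smallest adjusted p. Other genes named in the text, such as members of the lists that did not pass, the histone genes, RMRP and the clock genes, were chosen after their values were seen.

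The fit was tested on simulated values for the same 11201 genes, with 100 genes changed by a log2 fold of 1 and 100 by a log2 fold of 2 in each comparison. For model against control it recovered 71% of the first and 95% of the second, with 2.92% false calls. For AP-BBR against model it recovered 74% and 94%, with 5.08% false calls, and for AP-BBR against control 77% and 94%, with 7.57% false calls. The changed genes were drawn only from those with a mean log2(FPKM + 1) of 2 or more, and the noise was normal. That many changed genes loosen the Benjamini-Hochberg cutoff. The shares therefore do not give the power of the real comparison of model with control, where 1 gene was called.

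The alternatives were a pseudocount of 0.1, no filter on low values, a filter at a mean of 5 FPKM, quantile normalization, scaling by the median ratio between libraries, a fit of only the 2 groups compared, the replicate number as a term, limma without the trend, unadjusted p-values, a minimum absolute log2 fold change of 1, the LSD comparison that the paper's statistics section names where equal variances are assumed (Dunnett's T3, named for unequal variances, was not run), pathway membership from the table, the estimated correlation in camera, and leaving out each library in turn. For the LSD comparison, the p used was the larger of those from one-way ANOVA over the 3 groups and from LSD. Trends of the fold change on transcript length and GC content were removed with a loess curve of span 0.3. Comparisons that share the model libraries were set beside 100 simulations of unchanged groups.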

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

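The tests on plasma protein genes and on a second locus of EIF4H were chosen after the results were seen. The paper does not report the AP-BBR group against the control group. In that comparison, 823 genes passed limma's test at an adjusted p under 0.05, 414 higher and 409 lower with AP-BBR. The count was 208, 332 and 228 without control replicates 1, 2 and 3 and 179, 158 and 582 without AP-BBR replicates 1, 2 and 3. Against the model group, 153 of the 401 genes called carry a KEGG pathway in the deposited table, as do 3239 of the 11201 genes tested. The other 248 genes called cannot enter a pathway analysis made from that table, and whether Fig. 4 used the same pathway membership is not given in the sources used here.

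Each of these comparisons has 10 splits of its 6 libraries, too few for a share under 0.05. For AP-BBR against control the real split called 823 genes and the highest other split 9, for AP-BBR against model 401 and 5, and for model against control 1 and 9. Splits with as many calls as the real one, itself included, numbered 1, 1 and 10.

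Plasma protein genes, which hepatocytes express at high levels, were near 0 in all groups. Of 17 listed genes with a locus of their own, 15 stayed under 1 FPKM in every library, among them SERPINA1 at most 0.0112, APOA1 at most 0.129 and AFP at most 0.0316 FPKM. Failed estimates that strike genes of any kind are argued against, since 0 of 176 ribosomal protein and spliceosome genes with a locus of their own stayed under 1 FPKM in every library. Failures limited to the plasma protein genes were not tested and stay open. Cultures of cells other than hepatocyte-like HepG2 cells also stay open as a candidate explanation, because only 1 of the 17, the complement gene C3 at 42.3 to 62.1 FPKM, lies over 10 FPKM in every library and the design holds no second liver sample to compare with. No biological explanation was tested.

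With AP-BBR, ribosomal protein genes were higher and spliceosome genes lower as sets by camera at its preset correlation, and neither call held with an estimated correlation (adjusted p = 0.925 and 0.922). At the preset correlation, length bias is argued against as the whole cause, since after removing the trend on transcript length the camera adjusted p was 0.000247 for the ribosomal and 0.00708 for the spliceosome genes, with medians of 0.17 and -0.14 against 0.18 and -0.15 before. GC content is argued against in the same way, with camera adjusted p of 5.80e-05 and 0.0157 and medians of 0.18 and -0.12. With an estimated correlation, no camera test of these lists passed after either correction (lowest adjusted p 0.365). The treatment itself and a difference between library preparations, for which no batch is given, stay open.

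EIF4H was low in the 3 model libraries and near the control level in the AP-BBR libraries. Reads given to a second locus that bears its name are argued against, since that locus reached at most 0.571 FPKM in a model library where 95.3 FPKM were missing. A switch to transcripts assembled under another name and an effect of insulin stay open, since neither was tested.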

How the results depend on the processing

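Testing all loci, leaving out loci listed at 0 in a library and keeping only loci with at most 1 protein-coding gene were chosen after the data were seen, and gave 1, 1 and 1 calls for model against control, 420, 405 and 369 for AP-BBR against model and 878, 875 and 754 for AP-BBR against control. Except where a value tells it, the cause of a change was not tested. Genes called between model and control (1) numbered 2 with a pseudocount of 0.1, 9 with only the 2 groups compared, 597 at an unadjusted p under 0.05, 73 with an absolute log2 fold change of 1 or more besides, 444 by LSD and 3 to 7 without 1 library. Genes called between AP-BBR and model (401) numbered 126 without the filter on low values, 83 with only the 2 groups compared, 2279 at an unadjusted p under 0.05, 188 with the fold minimum besides, 90 at an adjusted p with the fold minimum, 1802 by LSD and 62 to 350 without 1 library. Genes called between AP-BBR and control (823) numbered 436 without the filter, 529 with a filter at 5 FPKM, 2788 at an unadjusted p under 0.05, 249 and 151 with the fold minimum on unadjusted and adjusted p, 2041 by LSD and 158 to 582 without 1 library. Of the 401 genes, 387 were called with scaling by the median ratio, 377 with quantile normalization, 381 with a pseudocount of 0.1, 242 with a filter at 5 FPKM, 109 without the filter and 69 with only the 2 groups compared.

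Called genes of glycolysis and gluconeogenesis with AP-BBR (1) numbered 0 without the filter, 0 with only the 2 groups compared, 9 at an unadjusted p under 0.05, 0 and 0 with the fold minimum on unadjusted and adjusted p, 10 by LSD and 0 to 1 without 1 library. In model against control this count was 0 under every alternative run. Genes moved in the model group and back with AP-BBR (1) numbered 146 at an unadjusted p under 0.05, 15 with the fold minimum besides, 131 by LSD and 1 to 6 without 1 library. Lists with a common direction in model against control (1) numbered 0 with an estimated correlation, 2 with quantile normalization, 0 with KEGG membership from the deposited table and 0 to 3 without 1 library. Such lists with AP-BBR (3) numbered 0 with an estimated correlation and 2 to 4 without 1 library.

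The values showed no pairing of the libraries by replicate number. With 3 libraries per group they cannot exclude one, and the sources used here do not state whether there was one. Libraries with the same number had deviations correlated at -0.02, -0.08 and -0.01 for model and control and at 0.10, -0.03 and -0.08 for AP-BBR and model, and 0 of 3 and 1 of 3 correlated best with their own number. For AP-BBR and control the correlations were -0.001, 0.044 and 0.004, and 1 of 3 did. With the replicate number as a block, 0 genes were called between model and control, where EIF4H kept its log2 fold change of -1.97 at an adjusted p of 0.0526 from limma, 110 between AP-BBR and model and 527 between AP-BBR and control, 0 genes of glycolysis and gluconeogenesis with AP-BBR, and 0 genes moved and moved back.

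Log2 fold changes or directions that reversed belong to genes or lists not past the threshold. Between AP-BBR and model with quantile normalization, GAPDH was at -1.14 (limma adjusted p = 0.284, from 0.284 to 1 over its alternatives other than single libraries) and AKT1 at 0.005, while camera's direction turned for the glycolysis and gluconeogenesis list, whose median of 0.004 stayed above 0. Without 1 library, the median of that list ranged from -0.061 to 0.048 for AP-BBR against model and from -0.066 to 0.007 for model against control, where camera's direction turned at -0.036 without model replicate 1. Without 1 library, log2 fold changes between model and control ranged from -0.026 to 0.219 for GAPDH, -0.297 to 0.1 for AKT1, -0.057 to 0.182 for INSR, -0.044 to 0.174 for ICAM1, -0.162 to 0.089 for AKT2 and -0.059 to 0.376 for PRKAA1, whose locus also holds TTC33. Between AP-BBR and model they ranged from -0.098 to 0.148 for GAPDH, -0.154 to 0.243 for AKT1, -0.015 to 0.17 for INSR, -0.233 to 0.001 for IRS1 and -0.395 to 0.01 for PRKAA1. Of the values of single named genes under the alternatives, 897 kept direction and side of the threshold, 211 fell below it, 8 passed it and 21 turned. Genes near 1 FPKM are limited by depth, known here only as a relative value, and the added 1 compresses their fold changes.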

Differences from the paper's values

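The paper's text states no test or threshold for the differentially expressed genes of Fig. 4, so its values are set beside calls at an adjusted p under 0.05 from limma. The value compared is the rich factor, the share of the genes of a KEGG pathway that were called, with pathway membership from the deposited table and only tested genes in the denominator. For the model group against the control group, the share for Glycolysis / Gluconeogenesis was 0, against the paper's about 0.21 in Fig. 4A, read by eye. In Fig. 4A the paper's other values, also read by eye, are about 0.16 for PPAR signaling pathway, about 0.19 for Pyruvate metabolism, about 0.21 for Fructose and mannose metabolism, about 0.17 for Spliceosome and about 0.13 for Ribosome. The share called here was 0 for each of these 5 pathways. No alternative set before the data were examined came within 1.5 times of any of the 6 values, the unadjusted p and the LSD comparison included.

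For the AP-BBR group against the model group, the share for Glycolysis / Gluconeogenesis was 0.0244, against the paper's about 0.21 in Fig. 4B, read by eye. It was 0.22 at an unadjusted p under 0.05 and 0.244 by the LSD comparison. Of all 3239 tested genes with a KEGG pathway, 712 lay at an unadjusted p under 0.05, which is about the same share. Over all 11201 tested genes, 1802 passed by LSD. Shares near the paper's values under these 2 settings, here and below, therefore do not set a pathway apart from other genes. Fructose and mannose metabolism had 0.0476 against about 0.33 in Fig. 4B, read by eye, and 0.238 under each of these 2 settings. Spliceosome had 0.110 against about 0.22 in Fig. 4B, read by eye, with 0.239 at an unadjusted p under 0.05, 0.229 by LSD and 0.161 with a filter at a mean of 5 FPKM. Ribosome had 0.0357 against about 0.2 in Fig. 4B, read by eye, with 0.179 at an unadjusted p under 0.05 and 0.134 by LSD. Cell cycle had 0.0495 against about 0.21 in Fig. 4B, read by eye, with 0.178 and 0.158 under the same settings. DNA replication had 0 against about 0.24 in Fig. 4B, read by eye, and no alternative set before the data were examined came within 1.5 times of it. For the first 5 of these pathways, the settings named are those whose value falls within 1.5 times of the paper's, and the others did not reach it: the pseudocount, no filter, both scalings, the fit of 2 groups, the replicate block, limma without trend, the minimum fold change and leaving out each library.

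The paper states that differential expression in glycolysis/GNG and other pathways was significant in the model group. Here, 0 of 41 tested genes of that pathway passed limma's test between the model and control groups, 0 lay at an unadjusted p under 0.05 and 0 passed by LSD. The paper states the same of glycolysis/GNG after AP-BBR. HK1 was the 1 gene of that pathway called, and the pathway was not enriched for called genes (one-sided Fisher's exact test, adjusted p = 1). None of 272 pathways passed that test between AP-BBR and model, among them the PPAR, pyruvate and fructose and mannose pathways that the figure lists. Between model and control no called gene carried a pathway, so the test could not pass there. With genes at an unadjusted p under 0.05 in place of called genes, 0 pathways passed in either comparison.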

Other observations

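The aryl hydrocarbon receptor and clock lists were written after NR1D1, CYP1B1 and TIPARP were seen and before their other members were looked at, and the histone genes were grouped after their values were seen. Of 25 tested histone genes never listed at 0, 22 had a log2 fold change below 0 between the AP-BBR and model groups (median -0.81), and 7 fell past limma's threshold and 0 rose. HIST1H2AK, a gene of histone H2A, fell from 177 ± 15.0 to 65.6 ± 14.6 FPKM (SD, n = 3 libraries each), a log2 fold change of -1.43 (standard error 0.18, adjusted p = 0.00881 from limma). H3F3A, which encodes the histone variant H3.3, fell by 0.81 on the log2 scale (adjusted p = 0.0282 from limma). H3F3B, which encodes H3.3 as well, had a log2 fold change of 0.56 and did not pass (adjusted p = 0.440 from limma). Between the model and control groups, 0 of the 25 passed limma's test, 4 lay at an unadjusted p under 0.05 and 2 passed by LSD. The other 17 tested histone genes were listed at 0 in at least 1 library, reads of near-identical histone genes can be split between copies, and many histone mRNAs lack a poly(A) tail. The pathway of the deposited table that holds these genes was lower as a set (camera adjusted p = 0.00076, and adjusted p = 0.949 with an estimated correlation).

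Single genes of other lists also changed with AP-BBR, and among the lists of FoxO1 targets, the integrated stress response, hypoxia targets, amino acid synthesis, complex I and glutathione, 0 passed for enrichment (one-sided Fisher's exact test, adjusted p from 0.511 to 1) or camera. INSIG1, which restrains cholesterol synthesis, rose from 20.2 ± 2.25 to 31.7 ± 2.58 FPKM (SD, n = 3 libraries each), a log2 fold change of 0.63 (limma adjusted p = 0.0386). TXNIP, which restrains glucose uptake, fell from 27.9 ± 5.58 to 10.7 ± 0.268 FPKM (SD, n = 3 libraries each), a log2 fold change of -1.28 (adjusted p = 0.00665 from limma), and the repressor BCL6 rose by 0.78 (adjusted p = 0.034), the 2 called of 10 targets of FoxO1, with 2 when adjusted over the list alone. PPP1R15A, which ends the block of translation under stress, rose by 1.28 (adjusted p = 0.0148 from limma), the 1 called of 19 genes of the integrated stress response, with 1 when adjusted over the list alone. Of 14 hypoxia targets, NDRG1 rose by 0.76 (adjusted p = 0.0306 from limma) and CA9 fell, with 3 when adjusted over the list alone. Of 46 genes of amino acid synthesis, the transaminase GPT rose by 0.69 and the epimerase RPE fell by 0.55 (limma adjusted p = 0.0385 for both), and both passed when adjusted over the list alone. NDUFC2, whose locus also holds KCTD14, fell by 1.37 (adjusted p = 0.00399 from limma), the 1 called of 34 nuclear genes of complex I, and ODC1 was the 1 called of 31 genes of glutathione metabolism, each also alone when adjusted over the list alone. Without any 1 of the 6 libraries the call of INSIG1 ended, that of BCL6 without each library but AP-BBR replicate 3, those of GPT and RPE without each but model replicate 2, and of PPP1R15A and NDRG1 without model replicates 1 and 3 and AP-BBR replicates 1 and 2 (limma adjusted p from 0.0534 to 0.135). The calls of INSIG1, BCL6, GPT, RPE and NDRG1 also ended without the filter on low values and in a fit of only the 2 groups compared (limma adjusted p from 0.06185 to 0.1008).

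In lists for antioxidant genes (22 tested), calcium handling (21), protein processing in the endoplasmic reticulum (27) and folate metabolism (13), 0 genes passed limma's test with AP-BBR over all genes and 0 when adjusted over the list alone, with 3, 2, 6 and 1 at an unadjusted p under 0.05 and 3, 4, 5 and 1 by LSD. Of 22 apoptosis genes and 15 genes of fatty acid synthesis, 0 passed over all genes, 2 and 1 when adjusted over the list alone, 6 and 4 at an unadjusted p under 0.05 and 6 and 2 by LSD. Of all 11201 tested genes, 2279 lay at an unadjusted p under 0.05 with AP-BBR and 1802 passed by LSD. Between the model and control groups, none of these 6 lists had a call over all genes or over the list alone. Of markers of other cells, 3 fibroblast genes and the leukocyte marker CD68, whose locus also holds EIF4A1 and SENP3, were high enough to test. None passed limma's test over all genes between model and control or between AP-BBR and model, while between AP-BBR and control LUM rose by 0.86 and CD68 by 0.42 (limma adjusted p = 0.011 and 0.037). Adjusted over the list alone, LUM was higher in the model group (log2 fold change 0.75). CD68 was higher with AP-BBR (0.30) only at an unadjusted p under 0.05 from limma. It was the 1 tested gene of its list, so adjusting over that list changes nothing. No endothelial marker was high enough to test.

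The paper measured FoxO1, PEPCK and GLUT2 as proteins, and the mRNA values stand apart from those. FOXO1 had 1.93 ± 0.162 FPKM in the control group, 1.45 ± 0.580 in the model group and 2.80 ± 0.127 in the AP-BBR group (SD, n = 3 libraries each), with log2 fold changes of -0.29 in the model group (adjusted p = 0.937 from limma) and 0.66 with AP-BBR (adjusted p = 0.0765 from limma). With AP-BBR, FOXO1 passed at an unadjusted p of 0.00446 from limma and by LSD at 0.025. PCK2, the form of PEPCK that the paper's antibody names, had 6.61 ± 1.91 FPKM in the model group and 9.91 ± 0.885 in the AP-BBR group (SD, n = 3 each). This is a log2 fold change of 0.54 (adjusted p = 0.119 from limma). It passed at an unadjusted p of 0.0116 from limma and by LSD at 0.0216. The paper reports PEPCK protein lower and FoxO1 protein higher with AP-BBR, so the PCK2 mRNA estimate had the opposite direction to its protein. SLC2A2, which encodes GLUT2, had no row and was not analysed here. ICAM1, an adhesion molecule, rose with AP-BBR from 6.05 ± 0.341 to 10.7 ± 1.55 FPKM (SD, n = 3 each), a log2 fold change of 0.72 (adjusted p = 0.0386 from limma), a call that ended without each library but AP-BBR replicate 3 (adjusted p from 0.0581 to 0.131). The call of ICAM1 also ended without the filter on low values (limma adjusted p = 0.07775) and in a fit of only the 2 groups compared (0.0807). INSR, IRS1, AKT1, AKT2, STK11 and PRKAA1, whose locus also holds TTC33, did not pass limma's test in either comparison. IRS2 was listed at 7.96, 4.20 and 7.10 FPKM in the control, 3.54, 9.09 and 3.71 in the model and 0, 0.35 and 4.64 in the AP-BBR libraries. PIK3R1, SLC2A4, TNF and CCL2 stayed at or under 0.0227, 0.373, 0.163 and 0.495 FPKM in every library and were not tested, and CRTC2 lay only in another gene's locus.

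EIF4H was the 1 gene called in the model group and called with the opposite sign with AP-BBR, where simulated unchanged groups that share the model libraries gave 0.01 on average and independent lists 0.0173 for a fall followed by a rise. Unchanged groups give almost no calls at this threshold, and the figure for independent lists ignores the shared model libraries. EIF4H was low in those libraries alone, so neither figure tells whether AP-BBR moved it back. At an unadjusted p under 0.05, 146 genes had opposite signs, where simulation gave 134.2 (108 to 157) and independent lists 35.9 and 25.2 for the 2 orders, of which 58 and 88 were observed. Fold changes of the 2 comparisons correlated at -0.287 across genes, which are not independent replicates, where simulation gave -0.505, and their covariance was -0.0467 against a simulated -0.0490. The non-coding RNA RMRP was listed at 0 in the 6 control and model libraries and at 14880, 11190 and 10950 FPKM in the AP-BBR libraries.

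One hypothesis is that the rise of CYP1B1 and TIPARP may reflect activation of the aryl hydrocarbon receptor, which induces both. Of 4 other targets tested, 1 rose when adjusted over the list alone, CYP1A1 (log2 fold change 1.31, limma adjusted p = 0.00694 over all genes), while NQO1, SLC7A5 and AHRR, whose locus also holds PDCD6, had 0.02, -0.59 and -0.07, which leaves it undecided. Another is that the rise of NR1D1 may be part of a shift of the circadian clock. Of 11 other clock genes tested, 4 rose when adjusted over the list alone, DBP by 1.26, TEF by 0.87, NFIL3 by 0.69 and PER3 by 0.53, and the other 7 did not pass, with 1.21 for BHLHE40, 0.65 for NR1D2, 0.45 for CRY2, 0.25 for NPAS2, 0.16 for CRY1, 0.08 for CLOCK and 0.05 for ARNTL, so that all 11 lay above 0. These 4 are fewer than the 6 set as the bound for the hypothesis and more than the bound against it, so it stays undecided.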
